A study of Homo sapiens with 12 samples. Its data were reported in "RIPK1 activation mediates neuroinflammation and disease progression in multiple sclerosis" (2021).

How the data were processed

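Human fetal-derived astrocytes were rested for 48 h, treated for 4 h and lysed. Stranded poly(A) libraries were sequenced as paired 150-base reads. The 12 samples were grouped by the treatment in their labels, 3 per group, and each column of the table was matched to its sample by the column name that the labels give.

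The authors deposited log2 values, described as log2 FPKM from the OmicSoft Array Studio pipeline with its own quality control, alignment, quantification and normalization. The aligner, the gene model and whether counting used strand were not stated, so genes that overlap on either strand are reported with that overlap. The deposited annotation gives other properties of each gene (exon length and coordinates), which were used as the authors gave them. Its genome build was not stated. Of 14134 gene identifiers, 14116 were found in GENCODE release 29 for GRCh38, 64.3% of them with identical coordinates, 99.0% with the same name and 99.9% with the same biotype. Coordinates are those of the deposited annotation, and GC content, transcript number and transcript lengths were taken from GENCODE 29.

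How the values were made was read from low values. The deposited value was log2 of a linear value plus 1. Genes of 8 to 50 bases, too short to hold a read, followed 1 scale factor per library divided by exon length. The scale factors ran from 48.6 to 52.1. Only values of at most 50 fragments were checked, among 496 single-transcript genes. With these factors, 88.3% to 95.7% of the values checked came out as whole fragments per library, within 0.05. The 75th percentile of the linear values was 27.3 in every library, so the libraries had been scaled to a common upper quartile. In 168 genes the value held no reads in any library. In the 62 of these with several transcripts and the same transcript number as in GENCODE, the value over the scale factor was 0.991 to 1.005 times the sum of the inverse transcript lengths, with a median of 1. The software had thus added 1 fragment per transcript. Of the 13628 genes whose transcript number matched, the added part was over 10% of the value in 3605 and over 50% in 668, with a median of 3.63%. Log2 changes are on the log2(value + 1) scale and, for both reasons, understate changes of low genes. Counts of fragments are estimates from these factors and the exon length of each gene. The total per library is an upper estimate, since it includes the added fragments. Genes with several transcripts, 89.5% of the table, were not part of the check on whole fragments. Added fragments followed transcript lengths and not exon length, so counts for those genes may be too high. No count model was used.

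Tests used limma 3.58.1 in R 4.3.3 on the deposited log2 values, with 1 fit over all 12 libraries, group means, the replicate number as a block (the study's methods state a paired test) and empirical Bayes with a trend. P-values were two-sided and adjusted by the Benjamini-Hochberg method over genes, with calls at an adjusted p under 0.05. The 5 comparisons were T/S/Z against DMSO, T/S/Z/N against T/S/Z, Nec-1s against DMSO, T/S/Z/N against Nec-1s and their interaction. A filter (linear value of at least 1 in at least 3 samples) was set beforehand and removed no gene. RIPK1-kinase-dependent genes followed the study's kind of definition, a fold change over 1.3 with unadjusted p under 0.05 for T/S/Z against DMSO, and the opposite direction with unadjusted p under 0.05 for T/S/Z/N against T/S/Z. Gene lists for interferon, NF-kB, cholesterol and necroptosis genes were tested with camera (correlation 0.01), adjusted over 20 list tests. Fry and camera with an estimated correlation were alternatives. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

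The groups, tests, gene lists, named-gene rule and most alternatives were fixed before the data were examined. The rule named, for 3 comparisons, the 5 largest rises and 5 largest falls among genes with an adjusted p under 0.05 and the same direction in all 3 same-numbered pairs. It also named RIPK1, RIPK3, MLKL, 11 genes that the study names for the inflammatory or lipid response, of which 2 (CCL2 and BHLHE40) were analysed here, and the 5 interferon list members with the smallest p for T/S/Z/N against T/S/Z. No gene passed the first part of the rule in the comparisons of Nec-1s.

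The fixed alternatives were no replicate block, log2 of the linear value plus 0.1, no filter, a mean linear value of at least 10 (6623 genes), quantile normalization, median centring, robust empirical Bayes without trend, only the groups compared, each gene alone in pairs, the fold-change criterion in place of the adjusted p, and leaving out each library. Added after seeing the data were subtraction of the added fragments, removal of the 168 genes without reads, a GC correction (lowess with a span of 0.3), the within-group axis as a covariate with each of 2 scoring sets and no replicate block, each gene alone with the fold-change criterion, and the retained shares of lists. The within-group axis was the first principal axis of deviations from group means. The spread set against changes in the share of the first principal component was the SD over 12 sets that each left out 1 library (1.33), also chosen after the data were seen. The retained share was left out by replicate number, since leaving out 1 library removes its number from the ratio.

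Scripts were tested on simulated data for 14134 genes, with 200 changed. They called 96% of the changed genes, 7.25% of their calls were not changed, and true and estimated changes had r = 0.994. A true retained share of 70% came back as 70.8% ± 0.896, and a changed list ranked 1 among 101 lists, with 2 of 100 unchanged lists at an unadjusted p under 0.05. The simulated noise was independent for each gene, so the error rate for lists of genes that move together was not tested.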

Results

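Poly(A)-selected RNA was sequenced from cultured human astrocytes of fetal origin in 12 libraries, 3 for each of 4 treatments lasting 4 h. The control cells received the solvent DMSO. Nec-1s cells received an inhibitor of the kinase activity of RIPK1, a protein that passes signals from the TNF receptor to inflammatory gene expression and to cell death. T/S/Z cells received TNF together with a Smac mimetic, which removes inhibitor of apoptosis proteins, and the caspase inhibitor zVAD, a combination that activates RIPK1 while caspases are blocked. T/S/Z/N cells received the same stimulus together with Nec-1s. The design asks how the stimulus changes the transcriptome, and how much of that change needs the kinase activity of RIPK1.

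The table held 14134 genes, of which 12222 were protein coding, as log2 of an FPKM-like value plus 1. The libraries held an estimated 56.5 to 59.5 M fragments, which is an upper estimate, and a 1000-base gene at a linear value of 1 rested on 19.2 to 20.6 fragments. Counting error was therefore small for most genes, and the 3 libraries per group set the precision. At least 1 library of every group reached a linear value of 1 in 14121 genes, which is also 1 on the deposited log2 scale. The other 13 came close, with a lowest group maximum of 0.990 on that log2 scale. All 14134 genes were tested, these 13 included. Genes further below this value in some group were absent from the table and could not be tested. RIPK3, MLKL, CXCL1, CXCL2, CCL3, CCL4, IL6, IL1B, LCN2, CH25H and RGS1 were not analysed here. Of the genes in the table, 168 had values set by fragments that the authors' software added, without reads, and these values say nothing about expression.

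Of lists of cell type markers fixed beforehand, all 12 astrocyte markers were in the table, with a median log2 value of 5.95 in DMSO. The table held 9 of 10 neuron markers at a median of 3.36, 6 of 8 fibroblast markers at 3.17 and 2 of 7 endothelial markers at 2.19. The only one of 14 microglia markers in it was PTPRC, whose value was set by the added fragments. GFAP had a log2 value of 11.64 ± 0.11 in DMSO (SD, n = 3). The lists overlapped in level, with astrocyte markers from 2.37 (AQP4) to 11.64 (GFAP) and neuron markers from 1.20 (RBFOX3) to 8.68 (TUBB3) in DMSO.

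The sample structure followed the stimulus. The first principal component held 58.5% of the variance, with all stimulated libraries at 23.6 or higher and all unstimulated libraries at -25.9 or lower. The stricter filter on low values moved this share most, to 74.6%. The second component held 14.7% and spread libraries within the groups, with T/S/Z replicate 2 at -28.0 and T/S/Z/N replicate 3 at 25.5. Neither component separated libraries with Nec-1s from those without it.

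**Figure D1:**
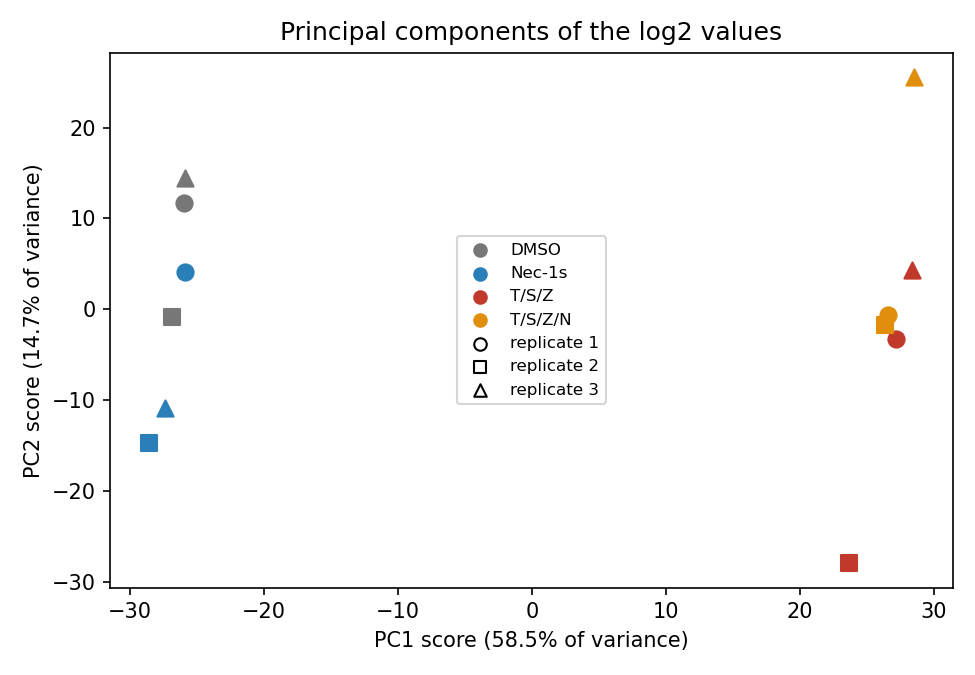
Scores of the 12 libraries on the first (x axis) and second (y axis) principal components of the log2 values, in arbitrary units, with color for the group and marker shape for the replicate number. The 6 stimulated libraries lay at 23.6 or higher on the first component, and the second component (14.7% of variance) spread libraries within groups.

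The comparison of T/S/Z against DMSO measured the response to the stimulus. With limma, 3465 genes had an adjusted p under 0.05, of which 1486 were higher and 1979 lower. Among them, 368 rose and 92 fell more than 2-fold. Testing each gene alone, in pairs and without sharing variance between genes, moved this count most, to 103. The balance of directions depended on the GC correction, with which 1825 genes were higher and 1328 lower. With each library centred on its median, 1503 were higher and 1963 lower.

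The 5 genes with the largest rises were protein coding. TNFAIP2 (ENSG00000185215, chromosome 14, 103123442 to 103137439, GRCh38) rose by 8.45 on the log2 scale (SE 0.18, limma adjusted p 2.6e-09), from 1.83 ± 0.46 to 10.28 ± 0.13 (SD, n = 3). Its DMSO value rested on an estimated 212 fragments, and 22.2% of it came from added fragments. ICAM1 (ENSG00000090339, chromosome 19, 10271093 to 10286615) rose by 7.61 (SE 0.086, adjusted p 4.8e-11), from 0.86 ± 0.15 to 8.47 ± 0.081. Its DMSO value rested on about 35.1 fragments, 38.4% of it came from added fragments, and the genes AC011511.2 and AC011511.5 lie antisense to it. IFIT3 (ENSG00000119917, chromosome 10, 89327997 to 89340971, antisense to LIPA) rose by 6.27 (SE 0.12, adjusted p 1.7e-09). VCAM1 (ENSG00000162692, chromosome 1, 100719742 to 100739045) rose by 5.48 (SE 0.054, adjusted p 1.9e-11). CCL2 (ENSG00000108691, chromosome 17, 34255218 to 34257203) rose by 5.47 (SE 0.11, adjusted p 1.7e-09), from 6.52 ± 0.13 to 11.99 ± 0.074. All 5 rose in each of the 3 same-numbered pairs.

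HES5 (ENSG00000197921, chromosome 1, 2528745 to 2530263, antisense to AL139246.5) fell by 2.45 (SE 0.094, limma adjusted p 1.3e-07). TECRP1 (ENSG00000235043, chromosome 4, 86949669 to 86950113), a processed pseudogene within AFF1 on the opposite strand, fell by 2.36 (SE 0.68, adjusted p 0.032). Its fall ranged from -4.28 to -1.27 over the pairs, and without T/S/Z replicate 1 it was -1.33 with an adjusted p of 0.058, in a range of adjusted p from 0.013 to 0.32 over all alternatives. It rose by 0.92 with the stimulus in the presence of Nec-1s (adjusted p 0.35). Whether reads of its parent gene were counted in it was not tested. AC067773.1 (ENSG00000270866, chromosome 8, 76403998 to 76405091), a long noncoding RNA that overlaps LINC01109, fell by 2.22 (SE 0.13, adjusted p 2.3e-06). TLE3 (ENSG00000140332, chromosome 15, 70047790 to 70098176, which holds MIR629) fell by 1.78 (SE 0.10, adjusted p 1.9e-06) and NPTX2 (ENSG00000106236, chromosome 7, 98617285 to 98629869) by 1.76 (SE 0.13, adjusted p 1.1e-05). These 5 genes fell in all 3 pairs.

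RIPK1 itself (ENSG00000137275, chromosome 6, 3063991 to 3115187, with AL031963.3 and RNA5SP201 antisense to it) rose from 3.38 ± 0.11 in DMSO to 4.04 ± 0.10 in T/S/Z (SD, n = 3), a log2 change of 0.66 (SE 0.085, limma adjusted p 5.0e-04). It was 3.74 ± 0.046 in T/S/Z/N and 3.51 ± 0.081 in Nec-1s, and neither difference from the group without Nec-1s passed the adjustment (adjusted p 0.30 and 0.58). BHLHE40 (ENSG00000134107, chromosome 3, 4979116 to 4985323, with BHLHE40-AS1 antisense to it) rose by 1.49 (SE 0.13, adjusted p 3.9e-05).

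The comparison of T/S/Z/N against Nec-1s measured the response in the presence of the inhibitor, and it shares no library with T/S/Z against DMSO. In limma, 4120 genes had an adjusted p under 0.05, of which 1509 were higher and 2611 lower. With each library centred on its median, 1862 were higher and 1694 lower, and with the GC correction 2030 were higher and 1605 lower. Both comparisons called 2094 genes, and 2080 of these had the same direction. Across all genes, which are not independent replicates, the responses with and without Nec-1s had a Pearson r of 0.78, and r was 0.88 across genes called in either. TNFAIP2 rose by 8.84 and ICAM1 by 7.49 in the presence of Nec-1s. RIPK1 rose there by 0.23 (limma adjusted p 0.077), against 0.66 without Nec-1s. BHLHE40 rose by 1.15 (limma adjusted p 2.3e-04), against 1.49. In the stimulus by inhibitor interaction, given below, no gene passed the adjustment.

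**Figure D2:**
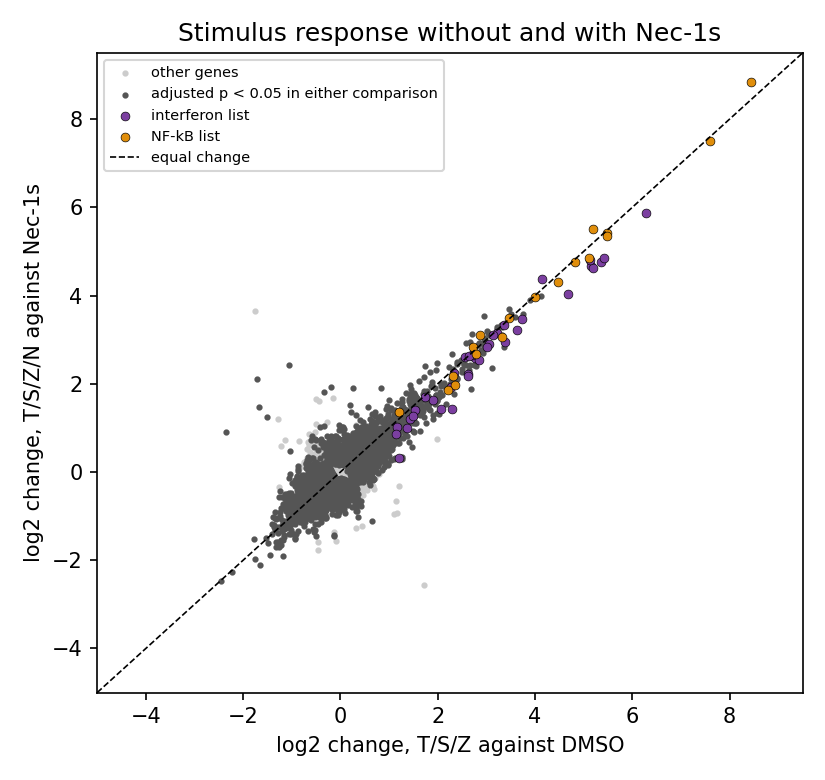
Log2 change for T/S/Z against DMSO (x axis) and for T/S/Z/N against Nec-1s (y axis), with 1 point per gene and dark points for genes with a limma adjusted p under 0.05 in either, purple for the interferon list, orange for the NF-kB list and a dashed line for equal change. Genes called in either comparison had r = 0.88 across genes.

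The retained share of the T/S/Z response was the mean change with Nec-1s as a percent of that without it, with genes and directions chosen in the other replicate numbers. It was 89.4% ± 11.5 (SD, n = 3), with 94.7%, 97.3% and 76.2% for replicates 1, 2 and 3 over 1857, 1399 and 2067 genes. The shortfall from 100 was smaller than the SD. Setting T/S/Z/N against DMSO in place of Nec-1s moved it most among the processing alternatives, to 94.5%. Leaving out replicate 3 moved it further, to 96.0%, and it was 86.7% without replicate 1 and 85.5% without replicate 2.

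The comparison of T/S/Z/N against T/S/Z asked which stimulated levels depend on the kinase. In limma, 0 genes had an adjusted p under 0.05, with a smallest adjusted p of 0.30. An unadjusted p under 0.05 was found for 1979 genes (867 higher, 1112 lower), where 5% of the tested genes is 706.7. This number depended on single libraries, and it was 970 without T/S/Z replicate 2, 1053 without T/S/Z/N replicate 3 and 3087 without T/S/Z/N replicate 1. RIPK1-kinase-dependent genes were defined by a fold change over 1.3 and an unadjusted p under 0.05 for T/S/Z against DMSO, and the opposite direction with an unadjusted p under 0.05 for T/S/Z/N against T/S/Z. There were 448, or 16.4% of the 2735 genes past the criterion for T/S/Z, with 224 higher and 224 lower with the stimulus. With each library centred on its median, the count was 452, with 166 higher and 286 lower, and with the GC correction 250 were higher and 142 lower. Without T/S/Z/N replicate 3 there were 234, without T/S/Z replicate 2 268 and without T/S/Z/N replicate 2 288. The median absolute log2 change of these genes with Nec-1s was 0.32, and 15 were on the interferon list, 2 on the NF-kB list, 0 on the cholesterol list and 2 on the necroptosis list. The T/S/Z libraries enter both conditions, so noise alone can meet the definition. In 100 simulated sets with no inhibitor effect and independent noise, the count was 169 on average and at most 207. In 100 sets that also held the spread of libraries seen within groups, the count ranged from 39 to 2157, and 12 sets gave 448 or more.

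**Figure D3:**
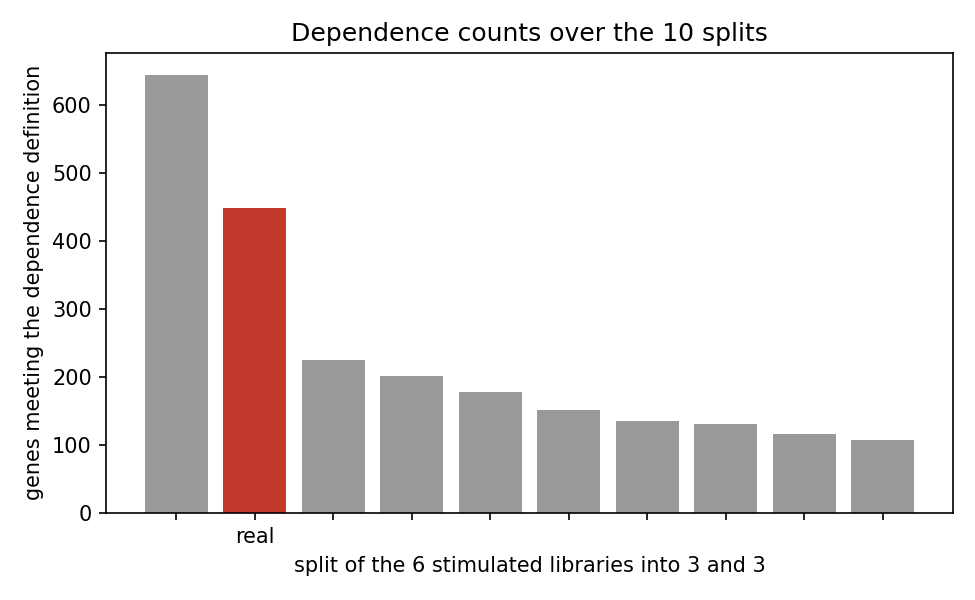
Number of genes that met the dependence definition (bars from 0) in each of the 10 splits of the 6 stimulated libraries into 3 and 3, with the real split in red. The real split gave 448 genes, and the others gave 107 to 644.

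The comparison of Nec-1s against DMSO measured the effect of the inhibitor without the stimulus. In limma, 0 genes had an adjusted p under 0.05 (smallest adjusted p 0.49), and 1421 had an unadjusted p under 0.05. Without Nec-1s replicate 3 that number was 594. The log2 change with Nec-1s alone was 0.13 for RIPK1 (SE 0.085, adjusted p 0.58), -0.14 for CCL2 (SE 0.11, adjusted p 0.62) and 0.022 for BHLHE40 (SE 0.13, adjusted p 0.97), of which the last reversed under several alternatives. The stimulus by inhibitor interaction, which tests whether the stimulus response differed with the inhibitor, gave 0 genes at an adjusted p under 0.05 (smallest adjusted p 0.14) and 3019 at an unadjusted p under 0.05. Without T/S/Z/N replicate 1, the interaction called 353 genes.

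Gene lists fixed beforehand were tested with camera in all 5 comparisons. The interferon list (36 of 52 genes in the table) rose by a median log2 change of 2.74 in T/S/Z against DMSO, higher in 36 of 36 genes (camera adjusted p 1.3e-52). The NF-kB list (18 of 43) rose by 3.74, in 18 of 18 genes (adjusted p 6.1e-36). The necroptosis list (11 of 16), which shares BIRC3 with the NF-kB list, rose by 0.76, in 10 of 11 genes (adjusted p 6.9e-09). The cholesterol list (24 of 25) had a median change of -0.14, lower in 17 of 24 genes (camera adjusted p 0.056, fry 0.012). In T/S/Z/N against Nec-1s these medians were 2.62, 3.73, 0.67 and -0.27, with camera adjusted p of 4.3e-49, 1.3e-35, 3.4e-07 and 7.9e-04.

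With Nec-1s added to the stimulus, the interferon list had a median log2 change of -0.19, lower in 31 of 36 genes (camera adjusted p 1.3e-08). Splits of the same libraries that mixed the groups also gave this list small unadjusted camera p-values, down to 1.7e-07. The p with the preset correlation therefore overstates the evidence, and with the estimated correlation the camera adjusted p was 0.089. The mean of the list was lower in all 3 same-numbered pairs, by -0.34, -0.18 and -0.11. Over all genes tested 0 of the 36 genes had an adjusted p under 0.05, against 12 adjusted over the list alone and 15 at an unadjusted p under 0.05. The interferon theme had been described from these libraries, so the list is not independent evidence. The 5 members with the smallest p were USP18 (-0.49, SE 0.12), IFIT1 (-0.44, SE 0.083), IFIT5 (-0.31, SE 0.082), PARP14 (-0.26, SE 0.072) and STAT2 (-0.22, SE 0.060), each lower in 3 of 3 pairs with a limma adjusted p of 0.30. With the stimulus alone they had risen by 3.38, 5.35, 3.64, 2.34 and 1.15. They lie on chromosome 22 at 18149899 to 18177397 (USP18), on chromosome 10 at 89392546 to 89406487 (IFIT1, antisense to LIPA) and 89414568 to 89420997 (IFIT5), on chromosome 3 at 122680839 to 122730840 (PARP14) and on chromosome 12 at 56341597 to 56360167 (STAT2, which holds RNU7-40P). In the same comparison CCL2 changed by -0.20 (SE 0.11, adjusted p 0.41) and BHLHE40 by -0.33 (SE 0.13, adjusted p 0.33).

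The cholesterol list was also lower in T/S/Z/N against T/S/Z, by -0.15, in 20 of 24 genes (camera adjusted p 0.011), but not without T/S/Z replicate 2 (-0.061, adjusted p 0.059). The NF-kB list (-0.075, 13 of 18 genes lower, adjusted p 0.17) and the necroptosis list (-0.096, 8 of 11 lower, adjusted p 0.11) did not pass. With Nec-1s alone the interferon list was 0.067 higher, in 25 of 36 genes (camera adjusted p 0.014), but not without Nec-1s replicate 1 (0.043, adjusted p 0.24). The other lists did not pass there, with medians of 0.0097 (NF-kB), 0.042 (cholesterol) and 0.036 (necroptosis), higher in 9 of 18, 15 of 24 and 10 of 11 genes, and adjusted p of 0.52, 0.93 and 0.17. The NF-kB median reversed with quantile normalization, median centring and the GC correction, and the necroptosis median with median centring. In the interaction the interferon list had a median of -0.28, lower in 34 of 36 genes (camera adjusted p 6.8e-07). Medians of the other lists were -0.082 (NF-kB), -0.22 (cholesterol) and -0.15 (necroptosis), lower in 12 of 18, 16 of 24 and 8 of 11 genes, with adjusted p of 0.64, 0.11 and 0.095.

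Counts of single genes were also taken for the interferon, NF-kB, cholesterol and necroptosis lists. In T/S/Z against DMSO 36, 18, 9 and 7 members had an adjusted p under 0.05 over all genes tested, against 36, 18, 9 and 10 adjusted over the list alone. In T/S/Z/N against Nec-1s these were 35, 18, 12 and 6 over all genes, against 35, 18, 12 and 8 adjusted over the list alone. In the other comparisons 0 members passed over all genes. For T/S/Z/N against T/S/Z, 0, 1 and 0 of the NF-kB, cholesterol and necroptosis genes passed adjusted over the list alone, and 2, 7 and 2 had an unadjusted p under 0.05. For Nec-1s alone 0 passed in any list adjusted over the list alone, with 7, 0, 3 and 0 at an unadjusted p under 0.05. In the interaction 10, 0, 3 and 0 passed adjusted over the list alone, with 19, 2, 6 and 2 at an unadjusted p under 0.05.

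Camera was run with a preset correlation between genes. With fry, all calls held except that of the interferon list for Nec-1s alone (adjusted p 0.15), and the cholesterol list for T/S/Z and the necroptosis list in the interaction (0.049) also passed. With the correlation estimated from the data, the interferon, NF-kB and necroptosis lists passed for T/S/Z and for T/S/Z/N against Nec-1s, and no list passed in the other comparisons. The interferon list then had an adjusted p of 0.089 for T/S/Z/N against T/S/Z and 0.12 in the interaction.

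**Figure D4:**
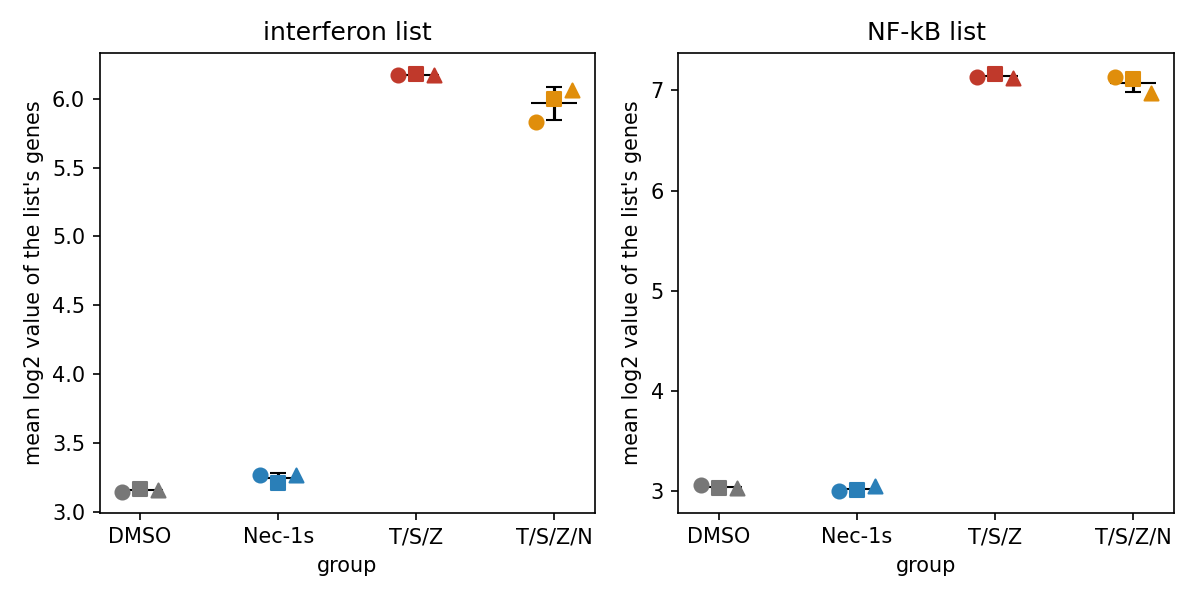
Mean log2 value of the interferon list (36 genes, left) and the NF-kB list (18 genes, right) in each library (y axis) by group (x axis), with marker shape for the replicate number, a line for the group mean and bars for the SD. The interferon mean was 6.17 to 6.18 in T/S/Z and 5.83 to 6.06 in T/S/Z/N.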

Values the study reported

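In murine cells, the study reported 87 RIPK1-kinase-dependent genes common to microglia and astrocytes. For its comparisons it gave as an example a criterion of a fold change above 1.5 with a p value below 0.05. For human astrocytes the text named an interferon and antiviral theme without a count of genes.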

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

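The matched lists and the splits of the samples were chosen before the result was seen. Median centring, leaving out each library and camera with estimated correlation had been fixed as alternatives, and were used as tests of this result only after it was seen, while the other tests in this part were chosen only then. The interferon list stood out because its response to the stimulus differed between cells with and without Nec-1s. The median log2 difference was -0.28 (-0.281 before rounding), lower in 34 of 36 genes, with a camera adjusted p of 6.8e-07. The mean of the list was lower in all 3 same-numbered pairs, by -0.46, -0.22 and -0.22.

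Several technical explanations were argued against as its whole cause. With the GC correction the median was -0.24, and with libraries centred on their medians -0.21. Subtracting the added fragments gave -0.31, and the within-group axis as a covariate, without the replicate block, gave -0.32. In each of these fits the camera adjusted p stayed under 0.05, with a highest of 1.1e-06. Regroupings of the libraries gave small camera p-values too, so only the medians count here. Leaving out each library in turn brought the median no closer to 0 than -0.21, without T/S/Z/N replicate 1, with an adjusted p of 0.0028. Over all the alternatives run the adjusted p ranged from 1.7e-14 to 0.12. A general damping of strongly induced genes was also argued against, for the list as a whole. Among 10000 lists of other induced genes matched on the T/S/Z change, the percentile of the list's median was 0, and 95% of the matched medians lay between -0.17 and 0.033. The match was on the change and not on the level, so damping together with low values was not excluded.

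Low values near the floor stayed open. The 12 members with a linear value of at least 10 in every library had a median of -0.15, lower in 10 of 12 genes, and the other 24 had a median of -0.37, lower in 24 of 24 genes. This split cannot decide, since a value of 10 in every library, DMSO included, leaves out members raised from low values. With 0.1 added in place of 1 the list's median was -0.31, and with the stricter filter -0.28. Between T/S/Z/N and T/S/Z it was -0.19, lower in 31 of 36 genes. None of these isolates members that are low only without the stimulus. The unadjusted camera p of those 12 members, 0.020, decides nothing, since 51 of 100 regroupings of the libraries gave the whole list a p as small.

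Assignment of libraries to groups by chance stayed open. Of 100 regroupings that relabelled T/S/Z with T/S/Z/N and DMSO with Nec-1s, 9 gave a camera p as small as the real one, which was among them. The genes of the list move together, so camera with a preset correlation gave small p-values in regroupings too, and for the interferon list in the stimulus by inhibitor interaction, camera with estimated correlation gave an adjusted p of 0.12 at the same median of -0.28. With the within-group axis as a covariate, the median of -0.32 argued against that axis but not against regrouping. A dependence of interferon genes on RIPK1 kinase activity is 1 candidate explanation, and these data suggest it only as a hypothesis, since the list's theme had been described from these libraries.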

How the results depend on the processing

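Alternatives marked here as added were chosen after seeing the data, as were the splits for the number of genes in T/S/Z/N against T/S/Z. The counts for T/S/Z against DMSO, T/S/Z/N against T/S/Z, Nec-1s against DMSO, T/S/Z/N against Nec-1s and the stimulus by inhibitor interaction moved by over 1.5 times only as follows. Testing each gene alone in pairs, without moderation, called 103 genes for T/S/Z and 0 for T/S/Z/N against Nec-1s, where the study's fold-change criterion with the same test (added) called 1938 and 1901. That test with that criterion called 129 for T/S/Z/N against T/S/Z, 111 for Nec-1s against DMSO and 572 for the interaction. In the limma fit the criterion, which uses unadjusted p, gave 430, 275 and 1815. For T/S/Z/N against Nec-1s, the stricter filter gave 2687 of fewer genes tested, and only the groups compared gave 2133 with fewer samples. Leaving out 1 library gave 0 to 353 genes in the interaction, with 353 without T/S/Z/N replicate 1 (3880 at an unadjusted p under 0.05) and 0 in the other fits (1960 to 3300 at an unadjusted p under 0.05). The cause was not tested.

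RIPK1-kinase-dependent genes numbered 258 with the stricter filter, 147 with each gene alone and 0 with an adjusted p under 0.05 in both contrasts. Leaving out 1 library gave 234 (without T/S/Z/N replicate 3) to 591 (without T/S/Z/N replicate 1), with 268 without T/S/Z replicate 2 and 288 without T/S/Z/N replicate 2. The fits with the within-group axis as a covariate (added) have no replicate block, so their baseline is the 333 genes of the fit without block. There were 319 when libraries were scored on genes called for neither stimulus comparison, and 270 when scored on genes not called for T/S/Z. Both scoring sets were chosen after the data were seen. The cause was not tested, except that the stricter filter tests fewer genes.

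All main counts come from the fit with the replicate number as a block, chosen because the study used a paired test. The values bear this pairing out only in part, since deviations from group means correlated at over 0.1 in 10 of 18 same-numbered pairs. They did so in every pair of number 2 (0.14 to 0.36), but ranged from -0.15 to 0.15 for number 1 and from -0.17 to 0.31 for number 3. With no replicate block, limma called 3126 genes for T/S/Z against DMSO and 3506 for T/S/Z/N against Nec-1s, 0 for T/S/Z/N against T/S/Z, Nec-1s against DMSO and the stimulus by inhibitor interaction (1373, 877 and 2238 at an unadjusted p under 0.05), and 333 RIPK1-kinase-dependent genes. It changed no list's or named gene's call. Leaving out 1 library gave 2463 to 3722 genes for T/S/Z against DMSO and 2813 to 4218 for T/S/Z/N against Nec-1s.

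The cholesterol list passed for T/S/Z against DMSO, where its main camera adjusted p was 0.056, with quantile normalization (-0.16), median centring (-0.15), the GC correction (-0.11, added), either axis covariate (-0.23 and -0.22, added) and fry (-0.14). It also did so without DMSO replicate 2 (-0.20), T/S/Z replicate 2 (-0.27) or T/S/Z/N replicate 1 (-0.14). Over all fits that left out 1 library the list ran from -0.27 to -0.088. The last was without T/S/Z replicate 3, where the list did not pass. For T/S/Z/N against T/S/Z it no longer passed with the estimated correlation (-0.15) or the second axis scoring (-0.067), and leaving out 1 library gave -0.18 to -0.061, the last without T/S/Z replicate 2. It no longer passed for T/S/Z/N against Nec-1s with the estimated correlation (-0.27). In the interaction, where its main median was -0.22, it passed with quantile normalization (-0.18). There the list was at -0.067 and -0.050 with the axis covariates and at -0.10 without T/S/Z replicate 2, and passed in none of these. For Nec-1s against DMSO it reversed with the axis covariates (-0.021 and -0.025), and leaving out 1 library gave -0.015 (without Nec-1s replicate 3) to 0.064. The cause was not tested.

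The interferon list and the NF-kB list kept their calls for T/S/Z against DMSO under all 26 alternatives (medians 2.67 to 3.06 and 3.66 to 4.01) and for T/S/Z/N against Nec-1s (2.45 to 2.85 and 3.67 to 3.97). The interferon list lost its call with the estimated correlation for T/S/Z/N against T/S/Z (-0.19), Nec-1s against DMSO (0.067) and the interaction (-0.28), and with fry for Nec-1s (0.067). For Nec-1s, leaving out 1 library gave 0.043 (without Nec-1s replicate 1) to 0.093. The NF-kB list, near 0 for Nec-1s, reversed with the stricter filter (-0.015), quantile normalization (-0.023), median centring (-0.029) and the GC correction (-0.00060). It also reversed with the axis covariates (-0.019 and -0.019). In 4 fits, without DMSO replicate 2 or 3 or Nec-1s replicate 2 or 3, it reversed at -0.040 to -0.0069. Over all fits that left out 1 library the list ran from -0.040 to 0.029, the last without Nec-1s replicate 1. In the interaction it reversed with the second axis scoring (0.036). The necroptosis list reversed for Nec-1s with median centring (-0.003). Without T/S/Z replicate 1 it passed for T/S/Z/N against T/S/Z (range -0.11 to -0.035) and in the interaction (range -0.20 to -0.095), where fry also passed it (-0.15). The cause was not tested.

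For the sample structure, the share of the first component was 49.8% with 0.1 added in place of 1, 74.6% with the stricter filter and 57.0% with added fragments subtracted. BHLHE40, near 0 for Nec-1s against DMSO, reversed with quantile normalization (-0.026), median centring (-0.017) and the axis covariates (-0.14 and -0.17), and leaving out 1 library gave -0.13 (without Nec-1s replicate 3) to 0.15. Without moderation, 13 named results lost their call, and TECRP1 also lost its call without DMSO replicate 1, 2 or 3 or T/S/Z replicate 1 or 2 (-2.68 to -1.33) and with added fragments subtracted (-2.41). The cause was not tested. Retained shares stayed within 1 SD under every alternative run. For these shares the planned leaving out of each of 12 libraries was not run as written, and each replicate number was left out. The alternative without a filter changed nothing, since the filter had removed no gene.

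The 10 splits of 6 libraries cannot give a share under 0.1, so they decide nothing, and the counts that follow include the real split. For T/S/Z against DMSO and T/S/Z/N against Nec-1s, 1 of 10 splits (the real one) gave as many genes, and so did 1 of 10 for every list that passed there. Of 10 splits of the stimulated libraries, 2 gave as many genes at an unadjusted p under 0.05, 1 gave as small a p for the interferon list and 2 for the cholesterol list. For Nec-1s against DMSO these were 1 for genes and 3 for the interferon list. In the interaction, 2 of 100 regroupings gave as many genes at an unadjusted p under 0.05.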

Other observations

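Tests in this part on the number of fragments, intron-derived RNA, the added fragments and the scaling of libraries, and the splits for T/S/Z/N against T/S/Z, were chosen after the result was seen.

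The comparison of T/S/Z/N with T/S/Z gave 1979 genes at an unadjusted p under 0.05 but 0 after adjustment. Independent noise alone was argued against, since 0 of 100 simulated sets with no inhibitor effect gave as many. GC content and the scaling of libraries were argued against as whole causes, since 1955 genes remained in number with the GC correction and 1923 with quantile normalization. A spread of libraries along 1 axis stayed open. Across genes, which are not independent replicates, the weight on that axis correlated with the change in T/S/Z/N against T/S/Z (Pearson r 0.52). The same correlation was -0.57 for Nec-1s against DMSO, 0.64 for the interaction and -0.14 for T/S/Z against DMSO. With that axis in the simulated noise, 12 of 100 sets gave as many genes, and 12 of 100 gave as many RIPK1-kinase-dependent genes. With the axis as a covariate and no replicate block the count was 1691 or, with the other scoring set, 1379, against 1373 with no block and no covariate, so the covariate did not lower it. Of the 100 simulated sets with the axis, 10 gave as many as 1691 in the same fit, so this leaves the axis open. In the stimulus by inhibitor interaction the covariate did lower the count, to 1643 or 1248, against 2238 with no block and no covariate. An effect of Nec-1s stayed open too.

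The count of RIPK1-kinase-dependent genes bears on the same question. Of the 10 splits of the T/S/Z and T/S/Z/N libraries into 3 and 3, 2 gave at least 448, the real one and one other with 644. Without the block 3 of 10, the real one included, gave at least the 333 genes of the real split. With 10 splits no share under 0.1 can be had.

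The axis itself held 33.6% of the variance within groups, with T/S/Z replicate 2 at -20.0 and T/S/Z/N replicate 3 at 19.1. It held 32.3% after quantile normalization and 32.6% after the GC correction, which argues against both as its cause. Across the 12 libraries within groups it followed the scale factor (Pearson r 0.863, exact permutation p 0.0077, adjusted p 0.015, Spearman 0.804 with p 0.025, and Pearson r 0.756 without the 2 farthest libraries). It did not follow the estimated fragments (Pearson r -0.230, exact permutation p 0.55, Spearman -0.371 with p 0.32, and -0.161 without the 2 farthest), which leaves the number of fragments undecided with 12 libraries. Both relations make the family that was adjusted. Genes annotated as sense intronic or as awaiting experimental support, 153 in all, had a median log2 change of 0.14 between the ends of the axis, against -0.017 for matched lists, at percentile 100 of 10000. A varying share of unspliced RNA may therefore be part of it. No biological explanation was tested.

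Genes with no reads had values of 0.979 to 2.81 where they had several transcripts. The median ratio of the value to the sum of inverse transcript lengths was 1, which is what 1 added fragment per transcript gives. No biological explanation was tested.

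The NF-kB list kept 98.8% ± 2.88 (SD, n = 3) of its response with Nec-1s and the interferon list 90.1% ± 4.49. All T/S/Z responders together kept 89.4% ± 11.5. The list shares cover only the 18 of 43 NF-kB genes and the 36 of 52 interferon genes in the table, and say nothing of the absent members. The differences between these shares were not tested.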
